A study of Mus musculus with 12 samples.

How the data were processed

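RNA was measured in sorted mouse natural killer (NK) cells, lymphocytes that secrete cytokines and kill target cells. The mice carried a yellow fluorescent protein (YFP) reporter at the interferon gamma gene, in the homozygous state per the labels. Cells primed with IL-15 were either left unstimulated or stimulated for 6 h with an antibody against NK1.1, a surface receptor, and stimulated cells were separated into reporter-negative (YFP-) and reporter-positive (YFP+) samples. Per the labels' protocols, double-stranded cDNA was made from 10 ng of total RNA with the SMARTer Ultra Low kit, fragmented by sonication, and read as paired ends on an Illumina NovaSeq. The labels do not state the aligner, genome build, annotation, counting method or any test used by the authors.

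The authors deposited 1 table of moderated log2 CPM (read counts relative to the library total, on a log2 scale) for 12 samples, with Ensembl gene identifiers, symbols and biotypes, per the file headers. Of its 55774 lines, 287 repeated an earlier one and were dropped, leaving 55487 features. There were 0 per-sample columns that belonged to no sample. The deposited log2 values equal the log2 of the read count plus a prior, divided by the library total plus 2 priors and expressed as CPM, where the prior is 0.5 reads scaled by the library total over a mean total. The largest difference from this formula was 5.15e-14. The values fix only the ratio of the prior to the mean total, so the 0.5 reads were assumed. Whole reads and library totals followed from the values for 100% of the values, and recovery was exact for all 55487 features in 3 simulated libraries. The formula needed no further scaling factor. Gene positions come from a match of the identifiers to GENCODE M21 on GRCm38, which held 55141 of them (99.4%), and are not the authors' own coordinates.

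Library totals ran from 32.1 to 54.2 M reads, where M stands for mega. The smallest level that could be shown, 3 reads, was 0.0553 to 0.0933 CPM. The labels name no molecular identifiers for PCR copies, so such floors cover counting error only.

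Samples were grouped by the treatment and sort named in their labels, with 4 samples per group. Replicate labels f2, m2, m3 and m4 recur in each of the 3 groups, and the pairing of samples across groups comes from them. The labels do not say whether samples with the same label came from the same mouse. Main and alternative designs, the gene panel and sets, and the rule for the genes named were fixed before the data were examined.

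Genes with a log2 CPM above 0 in at least 4 samples were kept, which left 12364 genes. The 12 samples were fitted together with 1 coefficient per group in limma 3.58.1 (R 4.3.3), with lmFit, contrasts and eBayes with an intensity trend. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The same fit with the replicate label as a block was the planned paired alternative. Gene sets (9 lists, 191 of 201 genes tested) were tested with camera in limma at an inter-gene correlation of 0.01, with adjustment over 27 tests. Ifng was also tested with a 2-sided exact permutation test and, paired by replicate label, a 2-sided exact sign-flip test. A position between the unstimulated and YFP+ profiles was computed for each YFP- sample by projection, in log2 CPM, on the axis given by the other 3 labels, with 0 for unstimulated and 1 for YFP+. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

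The genes named are a fixed panel of 20, 5 sex-linked genes that check the labels, and, per comparison, the 5 largest rises and 5 largest falls among called genes. The latter had to have a gene symbol other than a predicted gene, clone or pseudogene, a mean log2 CPM of at least 2, and the same direction in all 4 pairs of samples sharing a label.

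The alternative settings fixed in advance were the block, a fit of only the 8 samples compared, no filter, a filter at log2 CPM above 2, a pseudocount of 1 CPM, quantile normalization, centring each sample on its median, no trend, sample weights, an added fold-change threshold of 1 in log2, an adjusted p under 0.01, and leaving out each replicate label. Chosen after seeing the data were trimmed-mean scaling of the recovered reads, leaving out 359 rRNA-like features from the library totals, voom weights, and a correction for GC content and transcript length (lowess span 0.3, with values for 12352 of 12364 genes), with and without the block. The rRNA-like features are those with an rRNA or mitochondrial rRNA biotype, plus the protein coding gene Lars2, Mir6236 and Gm23935. GC and length correction, centring and quantile normalization set the level of each sample, so they cannot test a shift of all genes. Trimmed-mean scaling, also used with the voom weights, sets that level from the middle of the gene changes, so a median change near 0 is largely built in.

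The fit was tested on simulated reads with 200 changed genes, drawn with a dispersion of 0.04. Of these, 197 passed the filter. For YFP+ against YFP-, 186 were called (94.4%) with 8 unchanged genes, and for YFP+ against unstimulated 191 were called (97.0%) with 10 unchanged genes, among 12119 genes tested. In a comparison without simulated changes no gene was called. A simulated position of 0.4 was recovered as 0.401 over 12364 genes. A share simulated at 0.4 was recovered as 0.413 from rising genes and 0.366 from falling genes, from 1730 and 2757 genes for f2, and a share simulated at 0.740 as 0.766 and 0.737.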

Results

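The transcriptomes of 12 samples of IL-15 primed mouse NK cells were measured by RNA-seq. The 3 groups of 4 samples were unstimulated cells, and cells stimulated with anti-NK1.1 for 6 h that were negative (YFP-) or positive (YFP+) for the interferon gamma reporter. Library totals averaged 37.1 ± 3.22 M reads (SD, n = 4) in unstimulated samples, 46.5 ± 3.11 M in YFP- samples and 42.9 ± 10.4 M in YFP+ samples. A mean of 30.7 ± 3.38% of reads fell on rRNA-like features in unstimulated samples, 21.2 ± 6.27% in YFP- and 20.7 ± 7.22% in YFP+. The difference between unstimulated and YFP+ samples was not past a 2-sided exact permutation test (p = 0.0857). The rRNA-like features include the protein coding gene Lars2, which alone averaged 104453 CPM in unstimulated, 63285 in YFP- and 73433 in YFP+ samples.

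Pearson correlations of log2 CPM between replicates, taken across genes that are not independent replicates, were 0.974 to 0.987 in unstimulated, 0.981 to 0.986 in YFP- and 0.934 to 0.983 in YFP+ samples. The chi-square per degree of freedom between replicate libraries was at least 16.03, so no pair differed by sampling noise alone. The labels give no sequencing batch. Xist was at 21.9 to 53.6 CPM in the 3 samples labelled f2 and at 0 to 0.162 CPM in the 9 samples labelled m2, m3 or m4. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty was 0.225 to 0.655 CPM in the former and 40.7 to 105 CPM in the latter. The first principal component held 66.5% of the variance and separated unstimulated from stimulated samples.

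**Figure D1:**
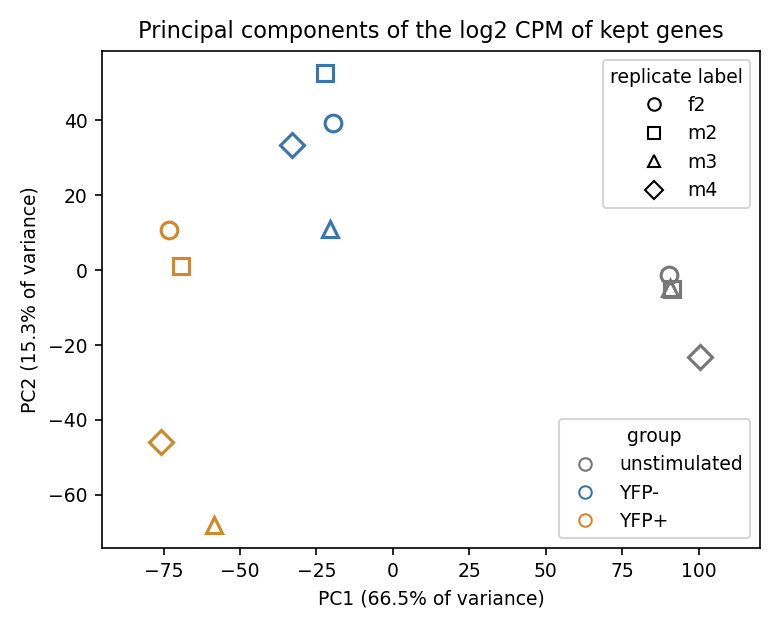
Principal components of log2 CPM over the 12364 kept genes, with 1 point per sample, colour for the group and shape for the replicate label. Unstimulated samples lie at 90.4 to 100.3 on the first component (66.5% of variance), YFP- samples at -33.0 to -19.6 and YFP+ samples at -75.8 to -58.6. On the second (15.3%) the YFP+ samples spread from -68.10 to 10.85. Unstimulated samples lie there at -23.30 to -1.25 and YFP- samples at 10.97 to 52.55, above both other groups.

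The reporter gene itself was examined first. Stimulated cells were sorted on its reporter, so its difference between YFP+ and YFP- is partly built in and serves to check the labels. Ifng (ENSMUSG00000055170; GRCm38 chromosome 10, 118441046 to 118445892, plus strand, protein coding) had a log2 CPM of 1.97 ± 0.09 (SD, n = 4) in unstimulated samples, 5.50 ± 0.24 in YFP- and 8.36 ± 0.08 in YFP+. Mean levels were 3.92, 45.8 and 329 CPM. In limma the log2 fold change of YFP+ over YFP- was 2.86 with an SE of 0.13 (Benjamini-Hochberg adjusted p = 7.6e-08). YFP- exceeded unstimulated samples by 3.53 (limma adjusted p = 5.3e-10) and YFP+ exceeded them by 6.39 (limma adjusted p = 9.1e-13). With the replicate label as a block the fold changes were the same, with an SE of 0.12 and limma adjusted p of 6.5e-07, 5.0e-09 and 1.4e-11 in that order. The correlation of same-label deviations, which checks the pairing, averaged 0.211 for YFP+ with YFP-, -0.008 for YFP- with unstimulated and 0.121 for YFP+ with unstimulated. Each 2-sided exact permutation test of Ifng gave p = 0.0286 over 70 splits, the smallest possible, and each exact sign-flip test gave p = 0.125 over 16 patterns, also the smallest possible. Centring each sample on its median moved the YFP+ over YFP- value most, to 3.12.

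**Figure D2:**
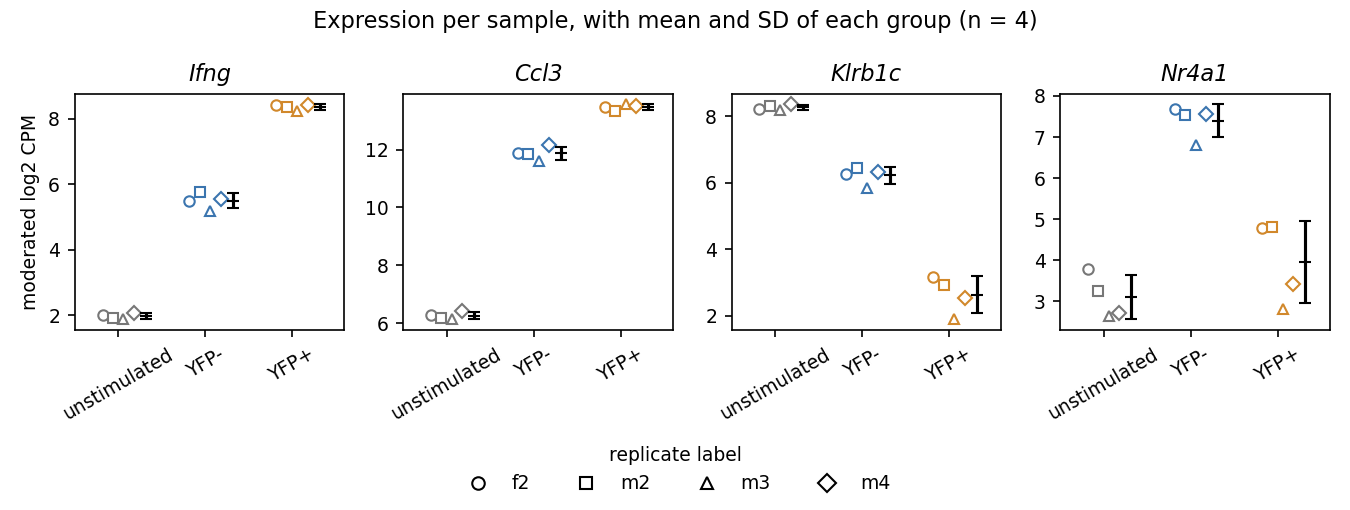
Moderated log2 CPM of Ifng, Ccl3, Klrb1c and Nr4a1 in each of the 12 samples, with shapes for the replicate label and bars for the mean and SD of each group (n = 4). Ifng rises from 1.97 to 5.50 to 8.36 and Klrb1c falls from 8.26 to 6.22 to 2.63 from unstimulated to YFP- to YFP+, while Nr4a1 is highest in YFP- at 7.40.

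The comparison of YFP+ with YFP- samples asks what distinguishes cells with and without reporter signal after the same stimulation. It gave 2691 genes with an adjusted p under 0.05 in limma, 405 higher and 2286 lower in YFP+. The replicate block gave 3098 (446 higher, 2652 lower), with 2598 genes shared and a same-label correlation of 0.211. Requiring an absolute log2 fold change of 1 moved the count most, to 1256. The direction of the calls depended on the scaling of the samples. The median log2 change over all genes was -0.19 as deposited and 0.00 with trimmed-mean scaling of the reads, chosen after seeing the data, under which 1169 genes were higher and 1680 lower. Centring on the median gave 1505 higher and 1491 lower, and quantile normalization gave 1163 and 1430. The percentage of higher calls was 15.1% as deposited, 41.0% with trimmed-mean scaling and 50.2% with centring. Leaving out a replicate label gave 9.61% (151 genes, without m2) to 19.6% (388 genes, without f2).

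**Figure D3:**
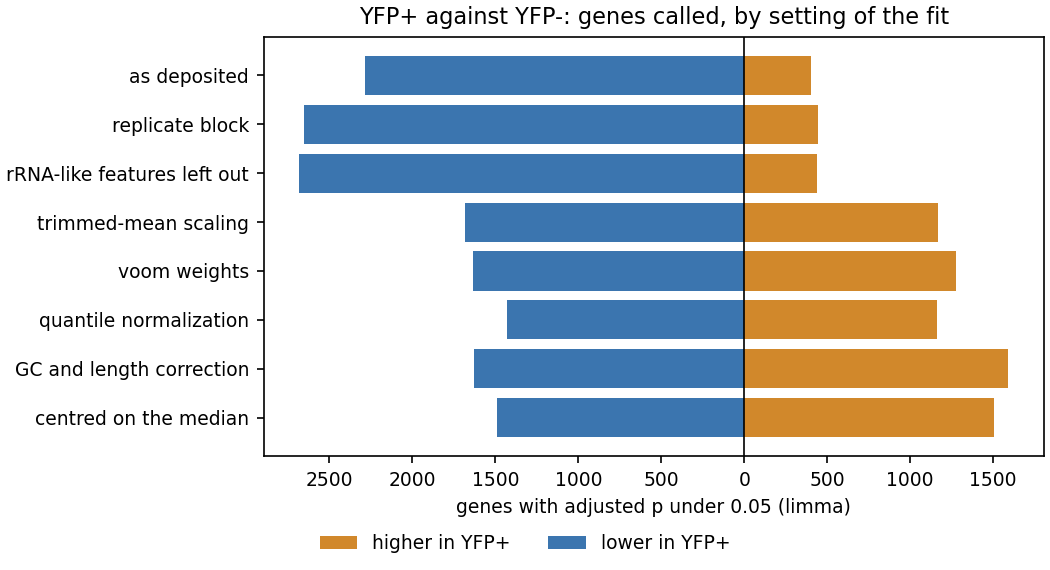
Number of genes with an adjusted p under 0.05 in limma for YFP+ against YFP-, with bars to the right for genes higher in YFP+ and to the left for genes lower in YFP+, under 8 settings of the fit. As deposited, 405 genes are higher and 2286 lower, and with trimmed-mean scaling 1169 are higher and 1680 lower. Centring, quantile normalization and GC correction fix the level of each sample, and trimmed-mean scaling largely does.

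Of the 19 panel genes tested, 11 passed the threshold in this comparison whether adjusted over all genes or over the panel, 6 higher and 5 lower in YFP+. Besides Ifng, the chemokine genes Ccl3, Xcl1 and Ccl4 rose by 1.61, 1.48 and 1.29 in log2, and Gzmb by 0.90 (limma adjusted p at most 0.00014). Counting of reads shared with related genes of the Gzm family is uncertain. Tnf rose by 0.55 (limma adjusted p = 0.037), and was not past the threshold with the replicate block (limma adjusted p = 0.054), at a same-label correlation of 0.211. Klrb1c (ENSMUSG00000030325; GRCm38 chromosome 6, 128778485 to 128789215, minus strand, protein coding), which encodes the NK1.1 antigen, had a log2 change of -3.59 with an SE of 0.23 (limma adjusted p = 1.0e-06). Its mean level was 308 CPM in unstimulated, 75.3 in YFP- and 6.50 in YFP+ samples, and reads shared with the other Klrb1 genes make it uncertain. Nr4a1 fell by 3.44 (limma adjusted p = 8.5e-05) and Eomes by 0.78 (limma adjusted p = 0.001). Cd69 and Il12rb2 fell by 0.53 and 0.51, with limma adjusted p of 0.040 and 0.042, and neither passed with trimmed-mean scaling. Csf2, Prf1, Tbx21, Irf8, Egr2, Il2ra, Tnfrsf9 and Myc were not past the threshold. Of these, Myc, at -0.77, passed with the block (limma adjusted p = 0.046), and Prf1 and Tbx21 passed with GC and length correction, chosen after seeing the data, at 0.49 (limma adjusted p = 0.041) and 0.41 (limma adjusted p = 0.023). Il10 held 0 to 3 reads per library and failed the filter.

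**Figure D4:**
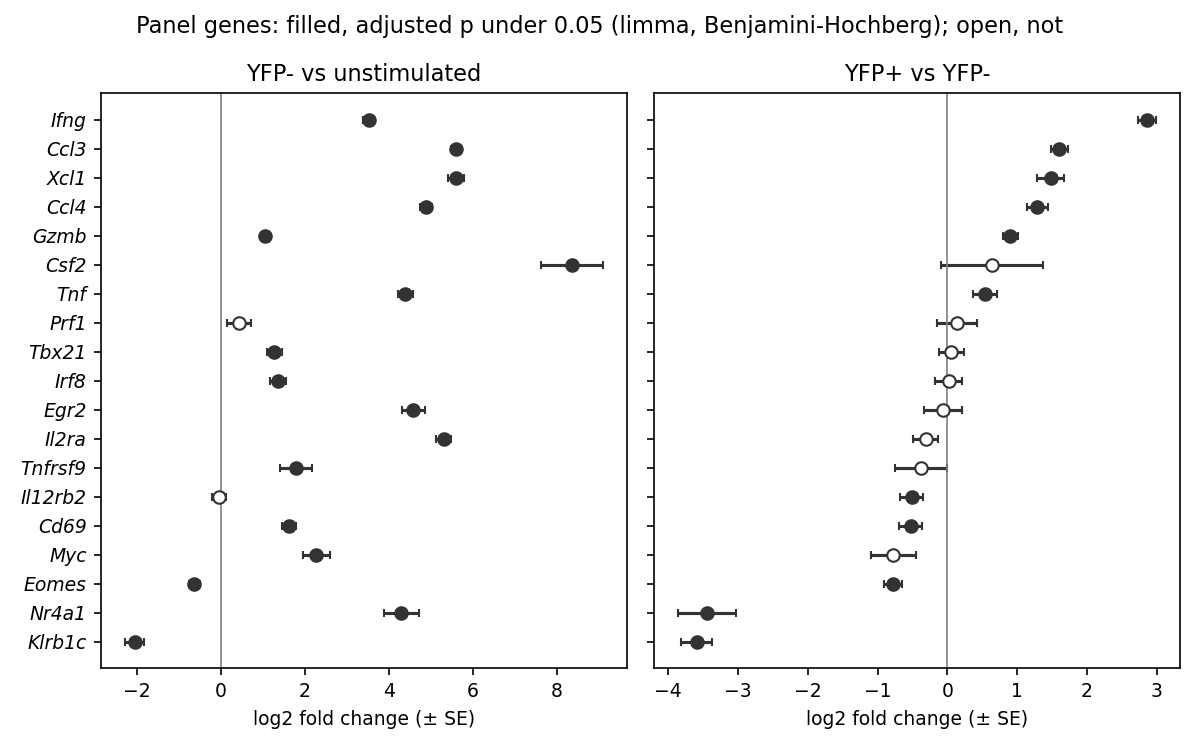
Log2 fold change with SE for the 19 panel genes tested, YFP- against unstimulated on the left and YFP+ against YFP- on the right, with filled points for a limma adjusted p under 0.05. Ifng is at 3.53 and 2.86, Klrb1c at -2.05 and -3.59, and Nr4a1 at 4.30 and -3.44.

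The 5 largest rises in YFP+ over YFP- were Ifng, Anxa8 (2.62), Fkbp11 (2.03), Spns2 (2.02) and Tmem51 (1.89), in log2. The 5 largest falls were Klrb1c, Ltb (-3.47), Apol7e (-3.46), Nr4a1 and Tgtp2 (-3.32). All 10 had the same direction in 4 of 4 pairs, with limma adjusted p up to 0.000443. Apol7e and Tgtp2 have near-identical relatives and are uncertain for shared reads.

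The comparison of YFP- with unstimulated samples asks what stimulation changed in cells without reporter signal. It gave 6321 genes (3735 higher, 2586 lower), and 6682 with the block (3971 higher, 2711 lower), with 6213 shared, at a same-label correlation of -0.008. With rRNA-like features left out of the library totals, chosen after seeing the data, 3072 genes were higher and 3444 lower. Of the 19 panel genes tested, 17 passed over all genes and over the panel, 15 higher and 2 lower. Csf2 rose by 8.37 in log2 (limma adjusted p = 1.3e-06), from 0 to 6 reads per unstimulated library, and by 3.74 with a pseudocount of 1 CPM. Ccl3, Xcl1, Il2ra, Ccl4, Egr2, Tnf and Nr4a1 rose by 5.61, 5.60, 5.32, 4.90, 4.59, 4.40 and 4.30 in log2. Klrb1c changed by -2.05 (limma adjusted p = 8.7e-06) and Eomes by -0.63 (limma adjusted p = 0.0015). Prf1 and Il12rb2 did not pass. The largest rises were Lad1 (9.87), Penk (9.22), Cd83 (7.94), Ccl1 (7.76) and Ncs1 (7.48). Unstimulated libraries held only 0 to 4 reads of Lad1, 0 to 8 of Penk and 2 to 8 of Ncs1, so those fold changes rest on few reads, and with a pseudocount of 1 CPM Lad1 rose by 5.83. The largest falls were Ankrd37 (-4.20), Bnip3 (-3.73), Slc16a3 (-3.67), Egln3 (-3.58) and Fads2 (-3.31).

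The comparison of YFP+ with unstimulated samples gave 7522 genes (3400 higher, 4122 lower), and 7774 with the block (3546 higher, 4228 lower), with 7425 shared, at a same-label correlation of 0.121. The balance depended on the scaling, with 4122 higher and 3785 lower after centring, 4060 and 3792 with quantile normalization, and, chosen after seeing the data, 3934 and 3945 with trimmed-mean scaling and 2856 and 4906 without rRNA-like features. Of the 19 panel genes tested, 17 passed over all genes and over the panel, 14 higher and 3 lower. Nr4a1 did not differ past the threshold from unstimulated samples here (0.86, limma adjusted p = 0.087), and did with the block (limma adjusted p = 0.0078). Prf1 did not either (0.57, limma adjusted p = 0.099), and did with the block (limma adjusted p = 0.015). The largest rises were Penk (10.55), Lad1 (8.85), Ncs1 (8.83), Ccl1 (8.44) and Ccl9 (7.73). The largest falls were Pglyrp2 (-5.72), Klrb1c (-5.64), Selenbp1 (-5.40), Ankrd37 (-5.21) and Slc16a3 (-5.11).

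On the axis from 0 for unstimulated to 1 for YFP+, the YFP- profile lay between the other groups, at 0.689 ± 0.048 (SD, n = 4). The positions were 0.642, 0.655, 0.738 and 0.722 for f2, m2, m3 and m4. Quantile normalization moved the mean position most upward, to 0.731, and no filter most downward, to 0.657. A position on this axis cannot show differences off it. On the second principal component (15.3% of variance) YFP- samples lay at 10.97 to 52.55, above both other groups. The highest values of those were 10.85 in YFP+ (f2) and -1.25 in unstimulated samples (f2), so YFP- m3 was only just above YFP+ f2. Of 1630 genes called both for YFP+ against YFP- and for YFP- against unstimulated, 279 rose at both steps, 1075 fell at both, 254 were highest in YFP- and 22 were lowest in YFP-.

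Gene sets were compared with all genes, since the median change depended on scaling. For YFP+ against YFP-, 7 of 9 sets had a camera adjusted p under 0.05 in limma (8 with the replicate block, at a same-label correlation of 0.211). Relative to the mean of all genes, interferon response changed by -1.32 (limma adjusted p = 1.1e-07), cell cycle by -0.74 (limma adjusted p = 2.0e-07), NK receptors and regulators by -0.65 and early activation by -0.40. Cytokines and chemokines were higher by 0.51, ribosome biogenesis by 0.47 and cytotoxic granule by 0.45. Against unstimulated samples, 5 sets passed for YFP- and 8 for YFP+, and 6 and 8 with the block, at same-label correlations of -0.008 and 0.121. Cytokines and chemokines exceeded all genes by 4.02 in YFP- and 4.53 in YFP+, and ribosome biogenesis by 1.61 and 2.08. Glycolysis changed by -1.41 and -1.56 and cell cycle by -1.09 and -1.83. Over the alternatives the number for YFP+ against YFP- ranged from 6 to 8, the lower value with quantile normalization, under which cytokines and chemokines (0.26, limma adjusted p = 0.14) and cytotoxic granule (0.22, limma adjusted p = 0.25) were not past the threshold. As many sets passed in 2 of 8 splits of the samples for YFP+ against YFP-, 4 of 8 for YFP- against unstimulated and 1 of 8 for YFP+ against unstimulated, which limits these numbers.

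**Figure D5:**
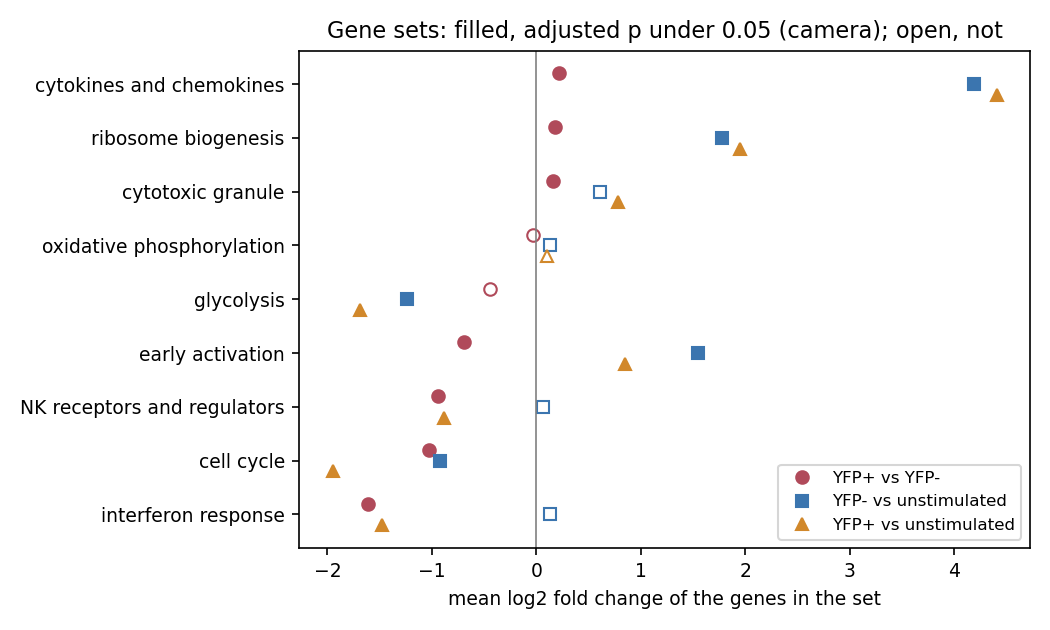
Mean log2 fold change of the genes in each of 9 sets for the 3 comparisons, with filled symbols for a camera adjusted p under 0.05 in limma. Cytokines and chemokines have means of 4.19 and 4.41 against unstimulated samples, and interferon response has a mean of -1.61 for YFP+ against YFP-.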

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

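The test of sex-linked genes was chosen only after its result was seen; the tests of chance, counting error and library were chosen before.

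Among 142 sets of 4 values, namely 135 gene and group pairs, 6 sets of library values and the YFP- position, 20 had a sample far from the other 3, by the gap to its nearest neighbour over the range of the group. Of 127 outside the sex-linked genes (120 of them gene and group pairs), 8 were past the limit, where 6.35 would be by chance, so their number is what chance gives. They were spread over 4 samples, with 4 of 8 (50%) in the YFP+ sample m3. That sample held 36.2 M reads, in a group of 32.1 to 54.2 M, and the highest rRNA-like share of its group, 29.8%. Library differences remain a candidate explanation beside chance. Of the 8, 25% (Il10 and Lad1) had a gap within 3 Poisson standard deviations, so counting error cannot be told apart as their source.

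The 12 values in Y-linked genes all had a low f2 sample. The ratios in unstimulated, YFP- and YFP+ samples were 0.938, 0.916 and 0.950 for Ddx3y, 0.920, 0.969 and 0.841 for Eif2s3y, 0.907, 0.926 and 0.967 for Kdm5d, and 0.843, 0.936 and 0.953 for Uty. In 15 of 15 sex-linked gene and group pairs, Xist included, f2 was the farthest sample. This is consistent with the f2 samples coming from a female mouse. With 1 such label among 4, a difference tied to sex cannot be told apart from one tied to that label.

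The other values were each in a single gene. Irf8 in unstimulated samples had a ratio of 0.974, with m4 lowest at a log2 CPM of 9.42 against 10.01 to 10.03. Slc16a3 in unstimulated samples had 0.908, again with m4 lowest, at 7.72 against 8.50 to 8.58. Lad1 in unstimulated samples had 0.835, with 0 reads in m3. In YFP+ samples m3 stood apart for Il10 with a ratio of 1, from 2 reads against 0 in each other library. The same sample was lowest for Tmem51 at 0.917 (3.57 against 4.47 to 4.56), Cd83 at 0.895 (3.43 against 5.67 to 5.93) and Bnip3 at 0.878 (1.60 against 2.38 to 2.49). Selenbp1 in YFP- samples had 0.856, with f2 highest at 3.97 against 3.45 to 3.53. No biological explanation was tested for these, since the design gives no group within a group.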

How the results depend on the processing

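Trimmed-mean scaling, the removal of rRNA-like features, voom weights and GC and length correction were chosen only after the data were seen; the other settings were fixed in advance, and all of those were run.

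Ifng kept its direction and its side of the threshold under the 18 alternatives in each comparison, at 2.79 to 3.12, 3.23 to 3.60 and 6.06 to 6.51 for YFP+ over YFP-, YFP- over unstimulated and YFP+ over unstimulated. Settings that change only the error or the set of genes leave the fold change itself as it is. The position of YFP- has no block, weights or trend and stayed within 1 SD of 0.689 under 13 alternatives, from 0.657 to 0.731. The number of gene sets past the threshold ranged from 6 to 8, 5 to 6 and 6 to 8 over 18 alternatives.

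The number of genes past the threshold moved beyond 1.5 times for some settings. For YFP+ against YFP- it fell from 2691 to 1256 with a log2 fold change of at least 1 and to 1466 with an adjusted p under 0.01, and ran from 1571 to 2178 across the 4 fits that each left out a replicate label. With a log2 fold change of at least 1 it was 3239 for YFP- against unstimulated and 4547 for YFP+ against unstimulated. Stricter thresholds give fewer genes by construction, and the cause of the drop without a replicate label was not tested. Leaving out a label gave 4717 to 6153 and 6464 to 7399 genes for the other comparisons. With the replicate block the numbers were 3098, 6682 and 7774, with same-label correlations of 0.211, -0.008 and 0.121, and with the block and GC and length correction 3559, 6930 and 8228.

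Scaling changed the balance of directions. The percentage of calls higher in YFP+ than in YFP- was 15.1% as deposited, 44.9% with quantile normalization, 50.2% with centring, 41.0% with trimmed-mean scaling, 43.9% with voom weights, 49.5% with GC and length correction and 50.0% with the block added to it. Leaving out a replicate label gave 9.61% (without m2) to 19.6% (without f2). It stayed at 14.1% when rRNA-like features left the totals. The genes shared with the 2691 were 2085 with trimmed-mean scaling, 1789 with quantile normalization and 1896 with centring. For YFP- against unstimulated, 59.1% were higher as deposited and 47.1% without rRNA-like features (3072 higher, 3444 lower). For YFP+ against unstimulated, 3400 were higher and 4122 lower as deposited, 4122 and 3785 with centring, 4060 and 3792 with quantile normalization, 3934 and 3945 with trimmed-mean scaling, and 2856 and 4906 without rRNA-like features. The median log2 change of all genes for YFP+ against YFP- ran from -0.20 to 0.07 over the alternatives, and for YFP+ against unstimulated from -0.21 to 0.10.

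Of 83 gene results, 71 kept direction and side under each of the 18 alternatives. Over the 1494 values, 32 lost the threshold in the same direction, 23 gained it and 13 reversed. Those that lost it were Tnf, Cd69 and Il12rb2 for YFP+ against YFP- and Il12rb2 for YFP+ against unstimulated. Those that gained it were Prf1, Tbx21 and Myc for YFP+ against YFP-, Il12rb2 for YFP- against unstimulated, and Prf1 and Nr4a1 for YFP+ against unstimulated, with the lowest adjusted p, 0.00023 for Prf1 and 0.00040 for Nr4a1, in the last of these comparisons with the block and GC and length correction. No reversed value was past the threshold. Egr2 for YFP+ against YFP- went from -0.06 to 0.20 with centring, 0.049 with sample weights, 0.13 with trimmed-mean scaling, 0.13 with voom weights, 0.24 with GC and length correction and 0.24 with the block added, and from -0.32 to 0.15 across the fits without a label. Il12rb2 for YFP- against unstimulated went from -0.034 to 0.027 with sample weights, and from -0.073 to 0.045 across the fits without a label. For YFP+ against YFP-, Prf1, Irf8 and Tbx21 reversed only in a fit without a label, over ranges of -0.089 to 0.31, -0.089 to 0.085 and -0.026 to 0.11. The cause was not tested.

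Of 27 gene set results, 16 kept direction and side, and among 486 values 11 lost the threshold, 14 gained it and 8 reversed. Those that lost it were cytokines and chemokines (0.26) and cytotoxic granule (0.22) for YFP+ against YFP-, both with quantile normalization, and cytotoxic granule, early activation and NK receptors and regulators for YFP+ against unstimulated. Those that gained it were glycolysis and oxidative phosphorylation for YFP+ against YFP- and cytotoxic granule for YFP- against unstimulated. Relative to all genes, the interferon response set for YFP- against unstimulated went from -0.033 to 0.31 with no filter and 0.0059 with quantile normalization, and from -0.12 to 0.034 without a label. Oxidative phosphorylation for YFP- against unstimulated went from -0.032 to 0.064 with no filter and 0.0050 with a pseudocount of 1 CPM, and from -0.070 to 0.0053 without a label. For YFP+ against unstimulated it reached -0.056 with quantile normalization. The cause was not tested.

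Depth limits genes near the floor of 0.0553 to 0.0933 CPM. The rise of Penk from unstimulated to YFP+ ran from 6.58 to 11.23 over 18 alternatives and that of Csf2 from 4.34 to 9.53.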

Other observations

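Chosen only after the result was seen were the tests of splits for genes and for genes highest in YFP-, of a mix of cells and of a common share, of scaling and of the adjacent genes for Klrb1c (2 tests), of the change itself under other scalings for the 2 added gene lists, of myeloid markers other than Cd68, of random differences in rRNA-like share, of Lars2 with Mir6236 and Gm23935, and of a mislabelled YFP+ sample.

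Other splits of the samples were counted among the 8 that part all same-label pairs, the real one included. For the number of genes, 1 of 8 splits gave as many in each of the 3 comparisons, the real one, and 0.125 is the smallest share this allows. The other 7 gave 0 genes each, with 63 to 1641 genes at an unadjusted p under 0.05 for YFP+ against YFP- (4252 for the real split), 29 to 2133 for YFP- against unstimulated (7071) and 26 to 2566 for YFP+ against unstimulated (7978). The 27 splits of YFP+ and YFP- that part fewer pairs gave 0 genes in 25 cases, and 1 and 154 in the others. Their numbers at an unadjusted p under 0.05 were 76 to 3625, so some came near the 4252 of the real split. For gene sets, with adjustment within a comparison, 2 of 8 splits gave as many for YFP+ against YFP-, 4 of 8 for YFP- against unstimulated and 1 of 8 for YFP+ against unstimulated. The other splits had 0 to 8, 0 to 6 and 0 to 7 sets, so the number of sets alone does not separate the real groups from other splits in the first and second of these comparisons.

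The excess of lower genes in YFP+ relative to YFP- rests on the scaling. The median log2 change was -0.11 with the 20 features with the most reads left out of the totals. It was -0.19 after thinning all libraries to the smallest total, but CPM already divides by the total, so that shows little about library size. It was below 0 in each of 9 bins of GC content and length, at -0.10 to -0.046 in the 3 bins of the shortest transcripts and -0.33 to -0.22 in the other 6, so it varied with length. Summed marker genes of B, T and myeloid cells changed by -0.28 in log2, less than a loss of other cells was set to require. T cell markers made up 83.3 of the 118 summed CPM in YFP- and changed by -0.08. Among them Trac rose from 34.3 CPM in YFP- to 48.4 in YFP+. In the same order Cd3g fell from 32.5 to 20.6, Cd3d from 15.7 to 10.4 and Cd3e from 0.915 to 0.0363. B cell markers changed by -0.53 (lower in 2 labels) and myeloid markers by -0.95 (lower in 4). The sum therefore mostly reflects T cell markers, which moved in opposite directions, and cannot decide on a loss of T, B or myeloid cells. The top features and transcript length may each be behind part of the shift, and none of these tests accounted for all of it. With trimmed-mean scaling, which sets the level of each sample from the middle of the gene changes, the median was 0.00. A global fall in YFP+ cells therefore cannot be told apart from a choice of scaling, and no spike-in was used here to settle it.

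A candidate explanation for the intermediate YFP- position is that the YFP- samples mix cells like the unstimulated and cells like the YFP+ samples. Shares on the linear CPM scale are shares of RNA. They equal shares of cells only if RNA per cell was the same, which was not measured. The share of RNA from YFP+-like cells was 0.757 ± 0.086 (SD, n = 4) from rising genes and 0.712 ± 0.088 from falling genes. Their mean difference was -0.045, with values from -0.125 to 0.108 over the labels. Mixes simulated at a share of 0.4 and at 0.740, the median of the data, gave means of -0.047 and -0.029. Their ranges over the labels were -0.076 to 0.016 and -0.096 to 0.031, narrower than that of the data at both ends. The mean therefore left a mix open. The spread over the labels exceeded that of either simulated mix. The simulation drew all labels from the same group means with a single share, so the wider spread does not bear on a mix. Over 2292 genes the interquartile range of the share was 0.291, against 0.163 in the mix simulated at 0.4, a ratio of 1.79, and 0.137 in that simulated at 0.740, a ratio of 2.12. Single genes gave shares of 0.128 ± 0.020 for Ifng, 0.328 ± 0.058 for Ccl3, 0.374 ± 0.049 for Gzmb and 0.772 ± 0.029 for Klrb1c. Ifng was the basis of the sort, so its low share is partly built in. The share was above 1 for 9.69% of genes, against 4.83% in the mix simulated at 0.740. The ratio of 2.12 and the unequal shares of Ccl3, Gzmb and Klrb1c go against a single share for all genes. The ratio may partly reflect differences between labels, which the simulation lacked.

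Genes highest in YFP-, such as Nr4a1, cannot arise from a mix of cells like those of the other groups. There were 254, of which 250 passed both thresholds again with the replicate block (387 in all there), 67.3% with trimmed-mean scaling, 61.8% with quantile normalization, 55.5% (141 genes) with centring and 62.6% with GC and length correction, so neither scaling nor GC content and length accounts for the whole list, and neither can be told apart as a source of the rest. Nr4a1 passed both under each of the 18 alternatives, at -3.68 to -3.02 and 4.12 to 4.44. Without m3, f2, m2 and m4 in turn, 75.6%, 53.1%, 40.2% and 39.0% of the 254 passed, and 28.7% (73 genes) passed in all 4 of these fits. With 3 samples per group, loss of power can lower each of these values. The fits share that sample size, so loss of power alone does not account for the differences between them, and a role of single labels remains open. As many such genes came from 1 of 8 splits of YFP+ and YFP-, the real one, and 0.125 is the smallest share this allows. The other 7 gave 0, with 6 to 381 genes at an unadjusted p under 0.05 in both comparisons (491 for the real split), and the 27 that part fewer pairs gave 0, with 3 to 924.

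Klrb1c encodes the antigen bound by the stimulating antibody, and its RNA was lowest in YFP+. The summed CPM of 4 Klrb1 genes changed by -3.56 from unstimulated to YFP+, so a shift of reads between them did not account for the fall. The median change of 29 other kept genes within 1 Mb was -0.39, with 18 lower and a range of -3.34 to 2.11, so the region as a whole did not fall as Klrb1c did. The adjacent Klrb1 genes did fall, with a median of -2.49 over Klrb1a (-2.28), Klrb1 (-2.69), Klrb1b (-3.20) and Klrb1f (-2.12). The smallest of these falls was -2.001, as deposited or with quantile normalization, centring, trimmed-mean scaling or rRNA-like features left out. The smallest fall of Klrb1c over the scaling alternatives was -5.51. From unstimulated to YFP-, Klrb1c changed by -2.05, which was -1.38 relative to the adjacent gene that fell most, Klrb1a, lower in 4 of 4 labels. From YFP- to YFP+ the difference from Klrb1b, which fell most there, was only -0.36 (-0.57 to -0.07, lower in 4 of 4 labels). The other adjacent genes fell less in that step, with Klrb1f at -2.89, Klrb1 at -2.32 and Klrb1a at -1.62, against -3.59 for Klrb1c. A fall equal to that of the adjacent genes therefore did not account for the first step. Most of the second step cannot be told apart from a fall shared with Klrb1b, but it exceeded that of the other adjacent genes. A lower starting level in the cells that became YFP+ was not tested.

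Ankrd37, Bnip3, Egln3 and Slc16a3, which respond to low oxygen, were among the largest falls after stimulation. Another list of 26 such genes, written after this was seen and without the named genes or the glycolysis set, had 24 tested genes. It changed by -1.22 relative to all genes from unstimulated to YFP- (limma camera adjusted p = 1.1e-06 over 6 tests of added lists, lower in 4 of 4 labels), with 15 genes past the threshold lower and 2 higher. The value was -1.24 with GC and length correction. It was -1.22 with trimmed-mean scaling, but a factor per sample can hardly move a change relative to all genes, so that does not test scaling. The mean change itself, which scaling can move, was -1.05 as deposited and at least as low as -1.17 with trimmed-mean scaling, centring or rRNA-like features left out. A lower hypoxia response in stimulated cells is a hypothesis these values suggest. Culture density or time in culture may differ between the arms, and neither was tested.

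The interferon response set was lower in YFP+ than in YFP-, although YFP+ cells had more Ifng RNA. Another list of 36 interferon-induced genes outside that set had 29 tested genes, all 29 lower in YFP+ and 25 past the threshold. Its change relative to all genes was -1.12 (limma camera adjusted p = 8.3e-13, lower in 4 of 4 labels), and -1.09 with GC and length correction. The value of -1.13 with trimmed-mean scaling does not test scaling, for the same reason. The mean change itself was -1.41 as deposited and at least as low as -1.15 under the same 3 scalings. From unstimulated to YFP- it changed by -0.83 relative to all genes, whereas the fixed set changed by -0.033. Myeloid marker genes together changed by -0.95, mostly Cd68 (34.6 to 17.8 CPM), while Lyz2, Csf1r and Adgre1 together were at 0.153 CPM in YFP- and 0.199 CPM in YFP+. RNA from myeloid cells therefore did not account for the fall. Why the genes were lower in YFP+ was not tested.

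The rRNA-like share was highest in unstimulated samples, with an exact permutation p of 0.0857 against YFP+, so random differences between libraries could account for it. The SD of the log2 ratio of Lars2 to the rRNA feature, over the SD of Lars2, was 1.03, so these 2 did not move as a single kind of read. For Mir6236 and Gm23935 in place of the rRNA feature it was 0.230 and 0.288, so these may share a kind of read with Lars2. YFP+ libraries differed more among themselves (median SD of 0.337 in log2 CPM) than unstimulated libraries (0.210). GC content and length accounted for 8.10% of the variance of their deviations. The YFP+ libraries fell into 2 pairs, f2 with m2 (r = 0.983) and m3 with m4 (r = 0.976), against 0.934 to 0.974 across them. The first pair had library totals of 48.9 and 54.2 M reads and the second 36.2 and 32.1 M. Their rRNA-like shares were 13.7% and 16.3% against 29.8% and 23.1%. The sample farthest in mean correlation, m3 (0.956, with f2 next at 0.958), had an Ifng value 0.11 from the nearest other, in a group at 8.25 to 8.42. That goes against a sample of another group in its place, but a swap within YFP+ or a small admixture of other cells cannot be told apart by Ifng. The cause of the wider spread remains open, and no biological explanation was tested.

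With an assumed prior of 0.5 reads, the moderation of the deposited values implied a mean library total of 40.7 M reads, whereas the 12 libraries average 42.2 M. The values fix only the ratio of the prior to that mean. Of 4095 subsets of the libraries, 0 had that mean, and 9 was the smallest number of libraries giving a whole total. With 0 matching subsets, moderation over some of the 12 libraries was not the source of that mean. The prior may have been set over libraries not analysed here, which was not tested.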
